# Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, *Eogystia hippophaecolus*

**DOI:** 10.1371/journal.pone.0187105

**Published:** 2017-11-13

**Authors:** Mingming Cui, Ping Hu, Tao Wang, Jing Tao, Shixiang Zong

## Abstract

Seabuckthorn carpenter moth, *Eogystia hippophaecolus* (Lepidoptera: Cossidae), is an important pest of sea buckthorn (*Hippophae rhamnoides*), which is a shrub that has significant ecological and economic value in China. *E*. *hippophaecolus* is highly cold tolerant, but limited studies have been conducted to elucidate the molecular mechanisms underlying its cold resistance. Here we sequenced the *E*. *hippophaecolus* transcriptome using RNA-Seq technology and performed *de novo* assembly from the short paired-end reads. We investigated the larval response to cold stress by comparing gene expression profiles between treatments. We obtained 118,034 unigenes, of which 22,161 were annotated with gene descriptions, conserved domains, gene ontology terms, and metabolic pathways. These resulted in 57 GO terms and 193 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. By comparing transcriptome profiles for differential gene expression, we identified many differentially expressed proteins and genes, including heat shock proteins and cuticular proteins which have previously been reported to be involved in cold resistance of insects. This study provides a global transcriptome analysis and an assessment of differential gene expression in *E*. *hippophaecolus* under cold stress. We found seven differential expressed genes in common between developmental stages, which were verified with qPCR. Our findings facilitate future genomic studies aimed at improving our understanding of the molecular mechanisms underlying the response of insects to low temperatures.

## Introduction

Insects are poikilothermic animals and thus temperature is one of the most important abiotic factors influencing their distribution and behavior [1,2]. Nearly every aspect of an insect’s life is affected by temperature, including survival, development, reproduction, and longevity [3–6]. Nevertheless, insects have evolved to flourish in a wide variety of thermal environments [3]. They have achieved this through the natural selection of a variety of strategies to cope with changes in ambient temperatures. Some insects overwinter by migrating to warmer climes or by moving to protected habitats [7–9]. Most insects, however, survive through the winter as a result of a variety of physiological and biochemical adaptations that can be grouped into two general strategies: freeze intolerance or freeze tolerance [10–12]. Freeze-intolerant insects are very sensitive to ice formation. They avoid freezing by supercooling to survive at low temperatures [1]. They achieve this by reducing intra-cellular water content, synthesizing cryoprotectants, and actively removing ice-nucleating agents (INAs) [7,12,13]. Compared with freeze intolerance, the freeze-tolerant strategy is more advanced because it permits extracellular ice formation within tissues. Ice formation is triggered by INAs such as insect ice nucleating proteins (INPs), which are often lipoproteins [14, 15].

To date, considerable research has been conducted on the biochemical mechanisms of insect cold resistance. Increasingly, genomic and proteomic screening methods are being applied to discover the genes and proteins that enable winter survival, which is greatly broadening our understanding of important molecular processes. Two key proteins have so far been recognized to directly contribute to insect cold hardiness: anti-freeze proteins (AFPs) and INPs [16]. Other proteins contribute to cold hardiness indirectly, including heat-shock proteins (HSPs), antioxidant enzymes, and enzymes involved in cryoprotectant synthesis and degradation [17]. In the transcriptomic studies of Dunning et al., (2013) and Dennis et al., (2015), a set of structural cuticular genes were identified to be associated with stick insect adaptation to the alpine environment. [18, 19]. They also identified three candidate genes that responded to low temperature: prolyl 4-hydroxylase subunit alpha-1, staphylococcal nuclease domain-containing protein 1 and a cuticular protein gene [20]. Durant et al’s (2015) research on transcription profiling of the brain in *Ceratina calcarata* showed that changes in gene expression associated with overwintering, included an underrepresentation of genes related to muscle fibers and an overrepresentation of genes related to lipid metabolic processes [21].

Because RNA transcript levels generally reflect physiological demand, changes in transcript abundance should identify genes involved in an organism’s response to extrinsic stimuli [22]. Transcriptome analysis using Next Generation technologies has been proven to be a powerful method for exploring the underlying basis of the cold response in a variety of insect lineages. Examples include the study of transcriptional profiling of overwintering gene expression in a carpenter bee [21], the identification of cold-responsive genes in an alpine stick insect [20], the analysis of divergent transcriptional responses in alpine and lowland stick insects [18], and the study of cold adaptation in eight genera stick insects [19]. Compared with traditional differential genes expression methods such as expressed sequence tags (EST), microarrays, serial analysis of gene expression (SAGE), or massively parallel signature sequencing (MPSS), a complete transcriptome sequence and analysis can be completed for any species with high efficiency without a reference genome. Moreover, transcripts normally expressed at very low levels can be detected and quantified [23–26]. While transcriptome analysis have been used in studies of the cold response of *Drosophila melanogaster* and *D*. *subobscura* [27–29], its application to study cold hardiness in other insects has been quite limited.

The seabuckthorn carpenter moth *Eogystia hippophaecolus* (Hua, Chou, Fang & Chen, 1990) is the dominant boring insect pest of sea buckthorn (*Hippophae rhamnoides* L.). Sea buckthorn is a shrub that is distributed across northern and western China. The plant grows well in sandy soils in cold climates. It has been extensively planted to prevent soil erosion and desertification, and also to serve as a source for food and medicine products [30]. *E*. *hippophaecolus* completes a generation every three to four years and most of its life history is spent in 16 larval stages lasting about 31 months [31]. Eggs are mainly deposited in wounds or in cracks of the bark. The egg stage lasts 7–30 days. The early larvae feed on trunk phloem at first. Small larvae often congregate in large numbers and later migrate to the base of the truck or to the roots before winter. Larvae are very cold tolerant and can survive in temperatures lower than -30°C. The larvae obstruct water transport in sea buckthorn plants by burying into the trunk and roots. The shape of the galleries is irregular and most are not connected to each other. Each gallery is filled with sawdust and fecula. The mature larvae will climb out of the wormhole, and then burrow 15 cm deep into the soil in June. The pupal stage lasts about 30 days and is followed by eclosion, mating, egg-laying, and hatching in July, followed by overwintering in October [32]. Its voraciousness, high reproduction rate, and inconspicuous habit make the pest difficult to control. In China, seabuckthorn carpenter moth is considered a major threat to sea buckthorns, and it can also feed on other plants, such as elms [33,34]. In preliminary studies measuring physiological indices (e.g., SCP, freezing point, etc.) of cold resistance in *E*. *hippophaecolus*, we classified the seabuckthorn carpenter moth as a highly freeze-tolerant organism [35].

In this study, we used RNA-Seq and *de novo* transcriptome assembly to generate transcriptomes and examine the changes in the regulation of transcription associated with cold treatment. Detailed differential expression analysis revealed a number of candidate genes that are potentially related to the cold tolerance of *E*. *hippophaecolus*. Our results provide new genetic information about this insect pest and provide a rich resource for the discovery and identification of novel genes involved in the cold stress response.

## Materials and methods

### Insect material and RNA extraction

*E*. *hippophaecolus* larvae were collected from Jianping County, Chaoyang City, Liaoning Province, China, in late December 2014. The latitude and longitude of the collection site are 119.637° E and 41.3954° N. Given the long life history and many larval stages of this species, we chose three developmental stages (seventh instar, tenth instar, and thirteenth instar) [31] and two treatment temperatures to characterize variation in gene expression. Healthy larvae in different developmental stages were treated as presented in Table 1. Prior to treatment, we cleaned the moths with sterile water and starved them for three days. All of the instruments used to handle the moths were sterilized before use. After housing for 48 h at room temperature (25°C), three samples of each development stage were treated differently: one stayed at room temperature as a control and the other two were kept in 5°C and -5°C, respectively, for 10 h, and then snap-frozen in liquid nitrogen and stored at -80°C until the RNA extraction step. Total RNA was extracted using TRIzol reagent (Ambion) and the RNeasy Plus Mini Kit (No. 74134; Qiagen, Hilden, Germany) following the manufacturer’s instructions. A NanoDrop 8000 (Thermo, Waltham, MA, USA) was used to quantify the RNA. The mRNA samples were purified and fragmented using the TruSeq RNA Sample Preparation Kit v2-Set A (No. RS-122-2001; Illumina, San Diego, CA, USA) to remove rRNA. After additional quality control, cDNA library construction, Illumina sequencing, and *de novo* transcriptome assembly were performed by the Beijing Biomarker Biotechnology Co. (Beijing, China). In view of the costs, 5°C and -5°C samples were pooled by instar to construct the cDNA library. This method has been used in previous transcriptome studies [36, 37]. No specific permits were required for the described field studies. The location is not privately owned or protected, and the field studies did not involve endangered or protected species.

**Table 1:** Schematic table of the experimental design used to investigate effects of cold stress.

	control group	Treatment group	
Developmental stage	25°C	5°C	5°C
7th instar	T1	T4	
10th instar	T2	T5	
13th instar	T3	T6	

Note: There was one larva in each different treatment. After treatment, the total RNA of larvae under 5°C and 5°C were mixed for sequencing library construction. Samples were named T1~T6.

### Illumina sequencing and *de novo* transcript assembly

We sequenced the *E*. *hippophaecolus* transcriptome on an Illumina HiSeq 2500 platform and performed *de novo* assembly from the short paired-end reads (200bp). Before transcript assembly, all raw reads were processed to remove low-quality and adaptor sequences by Trimmomatic 0.32 (http://www.usadellab.org/cms/index.php?page=trimmomatic) using the following parameters (Phred64 LEADING:3 TRAILING:3 SLIDING WINDOW:4:15 MINLEN:36), while the unpaired reads were discarded [38]. The clean reads were then assembled into contigs and the contigs were subsequently combined into transcripts based on paired-end information using the Trinity platform (Version: r2013.11.10) [39]. CD-HIT was used to exclude redundant sequences and the clustering was implemented using TGICL (2.1) [40] to combine sequences with more than 90% similarity and an overlapping length longer than 35bp. The completeness assessment was performed by BUSCO (version 2), using the insecta lineage [41]. The transcripts were blasted to various RNA databases including Silva, GtRNAdb by BLAST software (version 2.2.26) for filtering (e-value≤10^−5^). After filtering, ribosomal RNA (rRNA), transfer RNA (tRNA), small nuclear RNA (snRNA), microRNA (miRNA), small nucleolar RNA (snoRNA), repeat sequences, and other non-coding RNA (ncRNA) were removed. The list of the sequences identified as ncRNA has been shown in S1 Table.

The raw data has been submitted to the NCBI Sequence Read Archive (SRA) with accession number SRR4409152. The mapped read counts have been submitted to the Gene Expression Omnibus (GEO) with accession number GSE92686.

### Gene functional annotation

We utilized BLAST software (version 2.2.26) [42] to obtain homologous sequences (e-value≤10^−5^) by searching several public protein databases, including the National Center for Biotechnology Information (NCBI) non-redundant (nr) protein database (downloaded on 02/2015) [43], the Swiss-Prot protein database 51.0 [44], the Gene Ontology (GO) database (downloaded on 12/2014) [45], the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database 73.1 [46], and the Cluster of Orthologous Groups (COG) database (downloaded on 2013) [47]. We used the single best blast hit only to identify the contig and to extract GO information, while non-arthropod contigs were filtered out.

After predicting the amino-acid sequences of unique genes by using Transdecoder (downloaded on 2015), we obtained functional information about the unigenes by comparing these to the Pfam database using HMMER software (e-value≤10^−10^) [48].

### Differential gene expression analysis

Bowtie (4.4.7) [49] was used to align reads to reference sequences. Gene expression levels were measured in the RNA-Seq analysis as reads per kilobase of exon model per million mapped reads (RPKM) [50]. The EBSeq software was used to identify differentially expressed genes in pair-wise comparisons and separate models were fit for each development stage[51]. The results of all statistical tests were corrected for multiple testing with the Benjamini–Hochberg false discovery rate with the following parameter values: FDR < 0.01. Sequences were deemed to be significantly differentially expressed if the adjusted P value obtained by this method was <0.001 and there was at least a twofold change (>1 or <-1 in log2 ratio value which were calculated by the average RPKM value of treatment libraries divided by the average RPKM value of control libraries). K-Means clustering of gene expression was performed using the R Package software v.3.1.3 to examine the relationships between samples. GO annotation and KEGG pathway analysis were also performed to assess the differential expression results. To annotate the gene with gene ontology (GO) terms, the nr BLAST results were imported into the Blast2GO program (Conesa, Gotz et al. 2005). GO annotations for the genes were obtained by Blast2GO. This analysis mapped all of the annotated genes to GO terms in the database and counted the number of genes associated with each term. A Perl script was then used to plot GO functional classification for the unigenes with a GO term hit to view the distribution of gene functions. The gene sequences were also aligned to the Clusters of Orthologous Group (COG) database to predict and classify functions (Tatusov, Galperin et al. 2000). We used KOBAS (http://kobas.cbi.pku.edu.cn/home.do) to annotate a set of sequences with KO terms and identify both the most frequent and the statistically significantly enriched pathways. KEGG pathways were tested for enrichment using the right-sided Fisher's exact test. We removed the T3 transcript and its corresponding control, T6, from the DEG analysis because of large, unexplained variation or low correlation between the T3 and other samples.

#### Gene expression validation by real-time quantitative PCR

The seven genes DE in response to cold treatment in both developmental stages were chosen for validation using qRT-PCR. Total RNA was reverse transcribed using the PrimeScript RT Reagent Kit with gDNA Eraser (No. RR047A; TaKaRa, Shiga, Japan). Gene-specific primers were designed using Primer3 (http://bioinfo.ut.ee/primer3-0.4.0/). qRT-PCR was performed on a Bio-Rad CFX96 real-time PCR System (Hercules, CA, USA) using SYBR Premix Ex-Taq II (No. RR820A; TaKaRa), according to the manufacturer's instructions.

The template cDNAs were diluted 20-fold with nuclease-free deionized water. Of this, 2 μl was added to the reaction mixture (25 μl), which included 12.5 μl of SYBR Premix Ex Taq II, 1 μl of each primer (10 μM), and 8.5 μl of ddH_2_O. The PCR was performed with the following thermal cycle: 95°C for 30 s, 40 cycles at 95°C for 5 s, 60°C for 30 s and 65°C to 95°C in increments of 0.5°C for 5 s to generate melting curves. Each reaction was performed on three biological and four technical replicates. The average threshold cycle was calculated to estimate the relative gene expression levels using the 2^−ΔΔCt^ method [52]. The data were expressed as the mean ± SE, and all primer information is listed in S2 Table. A t-test was performed for the qPCR data. β-Actin was used as the reference gene to normalize target gene expression [53].

## Results

### Sequencing and assembly

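Whole larvae of E. hippophaecolus were sequenced as RNA, with 1 library per condition, and 5 libraries were analysed here. T1 was a 7th instar control, T2 a 10th instar control, T4 a 7th instar cold sample, T5 a 10th instar cold sample and T6 a 13th instar cold sample. These instars are the paper's, while the deposited sample labels call T1 and T4 6th instar. T3 was not in the files analysed here. No condition had a second library, so no difference between libraries has a replicate check. The authors aligned the reads to their own assembly and deposited, for each unigene, the number of reads mapped, without normalization, beside the FPKM. Total counts were 10763215 in T1, 9993907 in T2, 16081250 in T4, 19357327 in T5 and 18975485 in T6. At these depths, 3 counts on a unigene of 1 kb came to 0.282 FPKM in T1 and 0.157 FPKM in T5. At least 1 count was found for 43819 unigenes in T1, 36714 in T2, 44193 in T4, 47043 in T5 and 39929 in T6. The share of counts from reads mapped to more than 1 unigene lay between 0.299% and 0.434%. The 10 unigenes with the most counts held 14.5% of the T1 counts and 8.40% of the T5 counts. DEGs were computed from the counts with the model that EBSeq uses for libraries without replicates, written anew because that software was not available, with median-ratio size factors and 5 rounds of its EM algorithm. A unigene was called a DEG when the posterior probability of equal expression, used as the FDR, was below 0.01 and the log2 fold change was beyond 1 in either direction. Choices that could change the numbers are the size factors, the filter on low counts, the FDR and the assumed variation between larvae.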

A total of 39.00 Gb of clean data passed the Illumina quality filter after transcriptome sequencing of six cDNA samples. The number of the paired-end reads and the length of these reads are provided in S3 Table. The Q30 and GC contents were 88.30% and 44.93%, respectively. The quality control result of six samples was seen in S3 Table. The *de novo* assembly using Trinity software and standard parameter values yielded 191,200 transcripts (none shorter than 200 bp) with an N50 of 1,687 bp. The unigene dataset included 118,034 sequences with an N50 of 904bp. 

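The files analysed here listed 98996 unigenes with lengths from 201 to 25865 bp, 61048979 bases in total. Their N50 was 1034 bp, their mean length 617 bp and their median length 313 bp. Restricting the set to the 67826 unigenes with a count in at least 1 of the 5 libraries raised the N50 to 1462 bp. A further 31170 unigenes had no count in any of the 5 libraries, and 24700 had a count in all 5.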

The length distribution of unigenes closely followed the length distribution of transcripts S1 Fig). Coverage of clean reads mapped to the assembly was provided in S3 Table. The completeness assessment result showed that 90.0% of BUSCO genes were “complete”, of which 84.3% were single-copy BUSCOs and 5.7% were duplicated BUSCOs. 6.2% were “fragmented”, while the remaining 3.8% were “missing”.

### Annotation of predicted proteins

After annotation, genes with a significant blast hit to arthropods were identified. In total, 22,161 unigenes were found in at least one public database, such as the nr database, the Swiss-Prot protein database, the GO database, the KEGG database, and the COG database. The SwissProt database (21,452 annotated unigenes, 21.47%) had the most matches, followed by the nr database (21,232, 21.25%). A total of 77,735 (77.82%) unigenes were not found in the public databases (Table 2). Overall, most of the unigenes either could not be annotated or their descriptions were uninformative (e.g., putative, unknown, hypothetical, or unnamed protein). Among the annotated unigenes, more than 70% of them matched with other lepidopteran species. 

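S4 Table showed 1999 unigenes in the copy available, all of them in the files analysed here, and the order of each best hit was read from its genus. A lepidopteran species gave the best hit for 1318 of them (65.9%) and a hymenopteran species for 327 (16.4%). Of the 1999 unigenes, 1529 had a count in at least 1 library. In T1, 62.7% of the hymenopteran-hit unigenes were detected, against 8.26% in T2, 15.0% in T4, 11.6% in T5 and 9.48% in T6. The lepidopteran-hit unigenes were detected at 21.9% in T1, 15.3% in T2, 25.6% in T4, 32.1% in T5 and 31.7% in T6. These unigenes had few reads, with 499 hymenopteran and 492 lepidopteran counts in T1. The paper takes the share of lepidopteran matches over all of its annotated unigenes.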

The best homologous species match in the nr database for each sequence is shown in S2 Fig. The top matched species were the silkworm (*Bombyx mori*), with 8627 unigenes (40.73%), followed by the monarch butterfly (*Danaus plexippus*). The blast information for each contig was provided in S4 Table.

**Table 2:** Statistics of annotation analysis of unigenes.

Databases	Unigene	300≤length<1000	length≥1000
COG_Annotation	4,452	692	3,272
GO_Annotation	10,525	2,613	5,578
KEGG_Annotation	7,611	1,708	4,257
KOG_Annotation	10,784	2,266	6,763
Pfam_Annotation	12,413	2,893	7,857
Swissprot_Annotation	21,452	6,629	9,654
nr_Annotation	21,232	6,540	9,621
All	22,161	6,967	9,723

### Global functional classification of unigenes by GO and KEGG

One unigene can have different functional annotations; therefore, 38,435 unigenes in total with a match in the GO database were classified by their GO terms. The unigenes could be categorized into 57 functional sub-groups of the three main GO groups: 15,798 unigenes fell in the biological process group, 6,721 in the cellular component group, and 15,916 in the molecular function group (Fig 1). The most frequent GO terms were: metabolic process (6,071 unigenes), binding (5,492 unigenes), cellular process (5,258 unigenes), catalytic activity (5,067 unigenes), single-organism process (4,354 unigenes), cell part (3,159 unigenes), cell (3,156 unigenes).

**Fig 1:**
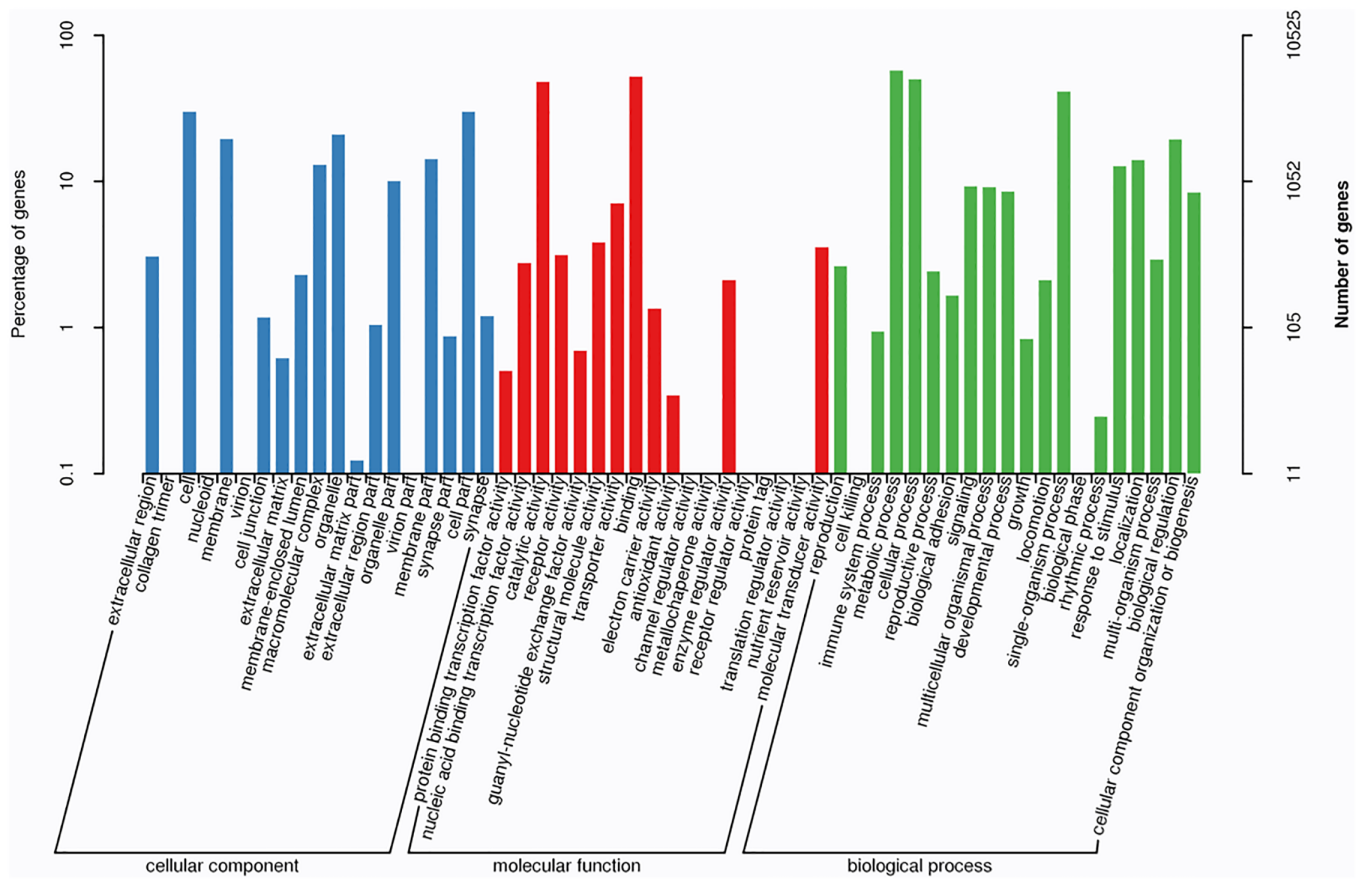
Gene ontology (GO) annotations of the annotated unigenes. 38,435 unigenes were assigned to three GO categories containing 57 functional subcategories. The y-axis on the right shows the number of genes in category, and that on the left shows the percentage of a specific category of genes in that main category.

Pathway enrichment analysis based on the KEGG database was used to identify enriched metabolic pathways or signal transduction pathways. In total, 5,990 unigenes were assigned to 193 pathways (Fig 2). The pathway categories with the largest number of unigenes were purine metabolism and ribosome (both 208 unigenes), followed by oxidative phosphorylation (174), RNA transport (170), Protein processing in endoplasmic reticulum (158), spliceosome (138), carbon metabolism (137), peroxisome (133), and lysosome (115).

**Fig 2:**
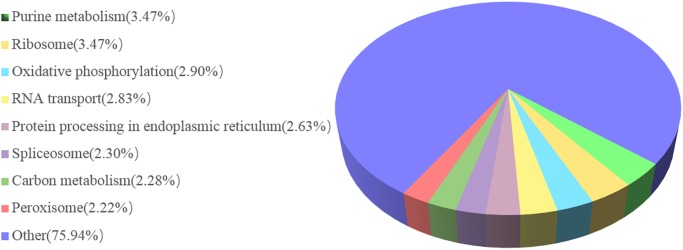
Pathway assignment based on KEGG mapping.

### DEGs in *E*. *hippophaecolus* larvae under cold stress

The correlations between samples were shown in S3 Fig. Based on the correlations, the clustering of samples was presented in S4 Fig. It can be seen sample T3 was not correlated well with other samples (r^2^ all less than 0.6). 

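Pearson's r2 of log2(FPKM + 1) was computed for the 10 pairs of the 5 libraries, across the 67826 unigenes with a count in at least 1 of them. It is a correlation across genes, and genes are not independent replicates. The lowest r2 was 0.810, between T1 and T6, and the highest was 0.901, between T2 and T5. T1 had an r2 of 0.827 with T2, 0.864 with T4 and 0.834 with T5. On this scale every pair with T1 lay below every pair without it. T6 had an r2 of 0.879 with T2, 0.872 with T4 and 0.900 with T5. Spearman's rho squared on FPKM moved these values most, to between 0.363 and 0.498. T3 was not in the files analysed here, so its correlations could not be computed. From its low correlations, the paper reasons that T3, and T6 with it, should be left out of the DEG analysis.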

Use of such samples is likely to result in the spurious detection of DEG, and so sample T3 and its corresponding control, T6, were excluded from the DEG analysis. The remaining two groups (T1-T4, T2-T5) were then used to explore the genes involved in cold resistance. The DE information for each contig was provided in S5 Table.

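Between T1 and T4, 384 of 54441 unigenes with a count in either library were DEGs, 129 of them up-regulated and 255 down-regulated in the cold (no replicates). Between T2 and T5, 174 of 51960 were DEGs, 103 up-regulated and 71 down-regulated (no replicates). Many DEGs rested on reads in only 1 library of the pair. In T1-T4, 157 down-regulated DEGs had no count in T4 and 38 up-regulated DEGs had none in T1. The corresponding numbers in T2-T5 were 23 and 28. A unigene without counts in T4 needed at least 12 counts in T1 for an FDR below 0.01. With edgeR's exact test at an assumed biological coefficient of variation of 0.4, the DEGs fell to 72 and 10, and with a minimum of 10 counts over the pair of libraries they rose to 914 and 500. The largest decrease among the annotated DEGs of T1-T4 was that of c64537.graph_c0, a transferrin-like unigene with 447 counts in T1 and 0 in T4. Its best hit was hymenopteran, and it also had 0 counts in the control T2. The largest increase was that of c51280.graph_c0, a proline-rich protein with 5 counts in T1 and 1758 in T4, a log2 fold change of 7.93. This unigene had 688 counts in the control T2 and 3123 in T5, a log2 fold change of 1.03, so T1 was the low library.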

We applied a rigorous procedure to identify DEGs (see Methods) and identified 427 unigenes differentially expressed between group T1 and T4, and 71 between group T2 and T5 (Fig 3). About half of the DEGs had annotations. 

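S6 Table annotates 230 DEGs of T1-T4 and 44 of T2-T5, which are the paper's calls. The model applied here called 212 of the 230 (92.2%) and all 44 of the others as DEGs. In the table, 114 of the T1-T4 unigenes had a GO annotation and 72 a KEGG annotation, against 11 and 1 in T2-T5. The best hit was read from the annotation for the DEGs of T1-T4. Of those with a hymenopteran best hit, 73 were down-regulated and 3 up-regulated, while 33 with a lepidopteran best hit were down-regulated and 68 up-regulated (Fisher's exact test, p = 9.2e-20). The 73 hymenopteran-hit unigenes had 3442 counts in T1, and 66 of them had no count in any of the other 4 libraries. The share detected in T1 alone, computed outside the DEGs, had an odds ratio of 21.8 between the orders and of 124.6 when only best hits with at least 80% identity were kept.

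**Figure D1:**
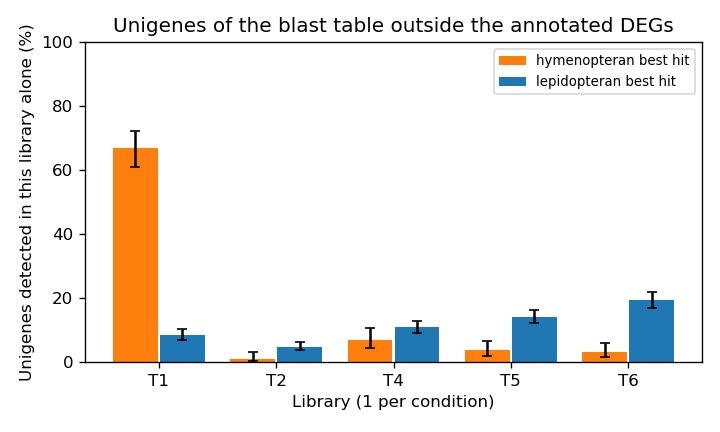
Percentage of unigenes of the blast table, outside the annotated DEGs, detected in 1 library alone, for 275 unigenes with a hymenopteran and 1007 with a lepidopteran best hit. Bars show the percentage in each library and error bars the 95% Wilson interval. In T1 the hymenopteran bar stands at 66.9% and the lepidopteran bar at 8.44%.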

The annotations of the DEGs were shown in S6 Table. Only seven DEGs were shared by the two groups, three of which were annotated. 

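With the model and thresholds given for the single comparisons, 12 unigenes were DEGs in both T1-T4 and T2-T5. The number by chance was 0.947 among the 41723 unigenes tested in both (Fisher's exact test across genes, p = 2.5e-10). These 41723 include unigenes with too few counts to be called. Only 22496 of the unigenes tested in T2-T5 had at least 10 counts over the pair. The number by chance is therefore too low, and the p-value overstates the overlap. Of the 12, 6 were up-regulated in both comparisons, 1 was down-regulated in both and 5 changed in opposite directions. They were c22747.graph_c0, c33229.graph_c0, c59923.graph_c1, c66184.graph_c0, c67887.graph_c0, c71332.graph_c0, c71334.graph_c0, c73192.graph_c0, c76833.graph_c0, c78487.graph_c0, c79544.graph_c0 and c79869.graph_c1. S6 Table annotates 4 of them in both comparisons. The number ranged from 1 with edgeR's exact test at a biological coefficient of variation of 0.4 to 79 with at least 10 counts over the pair of libraries.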

The blast results of these seven genes were shown in Table 3. 

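Among the unigenes of Table 3, c33229.graph_c0 had no count in T1 or T2, 467 in T4 and 412 in T5, with log2 fold changes of 9.79 and 9.29 (no replicates). c73192.graph_c0 had none in T1 or T2, 38 in T4 and 239 in T5. c79869.graph_c1 rose from 29 counts in T1 to 465 in T4 and from 6 in T2 to 202 in T5. c76833.graph_c0 fell from 77 counts in T1 to 8 in T4 and rose from 1 in T2 to 73 in T5. c36418.graph_c0 and c68914.graph_c0 passed the threshold in T2-T5, with log2 fold changes of 6.37 and 7.52. In T1-T4 their FDR was 0.0120 and 0.0227. c59923.graph_c0 had 3 counts in T2, 3 in T4 and 0 in the other libraries. The unigene c59923.graph_c1, which the primer table lists, had 22 counts in T2, 33 in T4, 6 in T6 and 0 in T1 and T5. A test of cold over both stages, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on T1, T2, T4 and T5, left 1 residual degree of freedom and put 10 of 18174 unigenes past an adjusted p of 0.05. In that test c33229.graph_c0 had an adjusted p of 0.00022, c79869.graph_c1 of 0.0060 and c73192.graph_c0 of 0.0065. The unigenes c36418.graph_c0, c68914.graph_c0, c76833.graph_c0 and c59923.graph_c1 did not pass 0.05 in it. Without the stage in the model the number of unigenes was 0, and with no filter on low counts it was 244.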

GO annotation was used to evaluate the function of DEGs that were significantly different between treatments (Fig 4). Between T1 and T4, the most significant items were “Biological Process: metabolic process”, “Molecular Function: catalytic activity”, “Biological Process: cellular process”, “Molecular Function: binding”, and “Cellular Component: cell part” (Fig 4a). 

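S6 Table gives GO terms for 114 annotated DEGs of T1-T4, 144 different terms in all. They range from single functions to broad terms such as metabolic process (5 unigenes) and catalytic activity (6 unigenes). The assignment of unigenes to the groups plotted in Fig 4 was not in the files analysed here. In T1-T4 the term structural constituent of ribosome had 25 unigenes and translation 23, all lower in T4 than in T1 (no replicates). The term zinc ion binding had 6 unigenes, 4 higher and 2 lower, and RNA binding had 5, 1 higher and 4 lower.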

When comparing T2 and T5, unigenes were assigned to “Biological Process: metabolic process”, “Molecular Function: binding”, “Molecular Function: catalytic activity”, “Biological Process: cellular process” and “Molecular Function: structural molecule activity” (Fig 4b).

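For T2-T5, S6 Table gives GO terms for 11 annotated DEGs, 16 different terms in all, and each of the 16 terms also occurred in T1-T4. The term binding had 3 unigenes, all higher in T5 than in T2 (no replicates), and structural constituent of cuticle had 1, also higher.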

**Fig 3:**
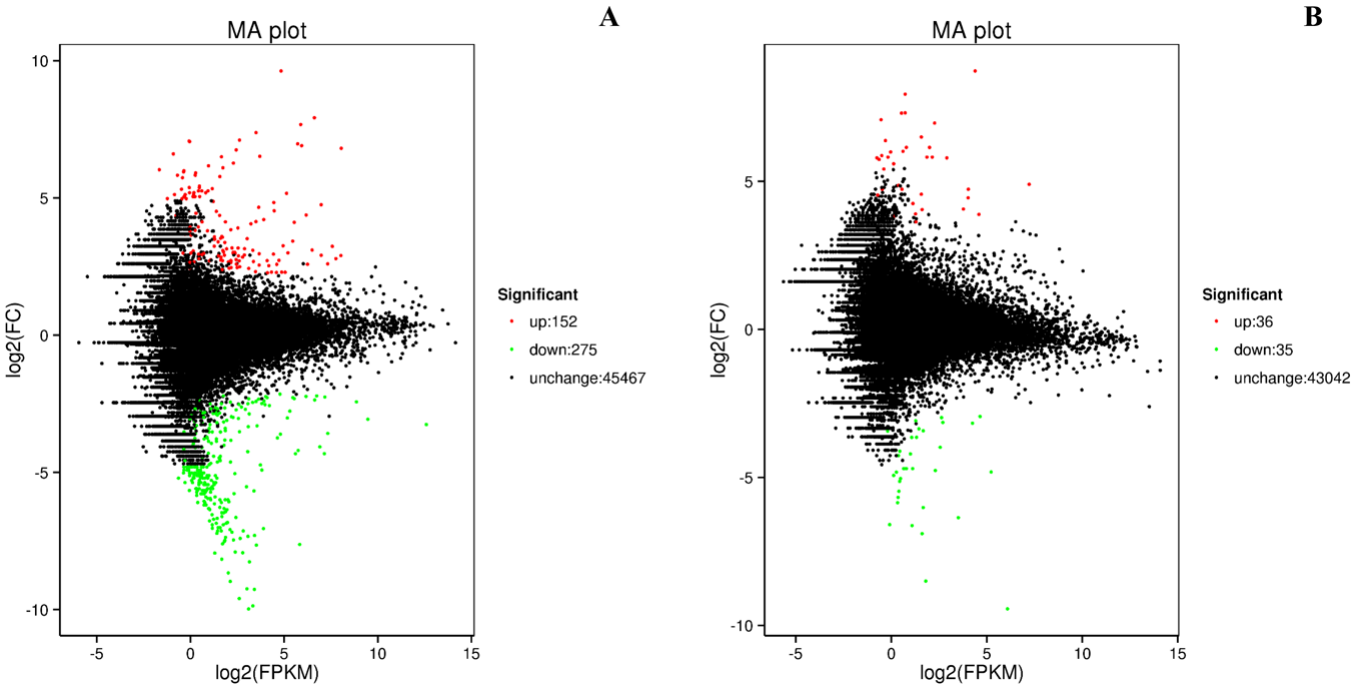
Distribution of DEGs between samples. (A) Distribution of DEGs between T1 and T4. (B) Distribution of DEGs between T2 and T5.

**Fig 4:**
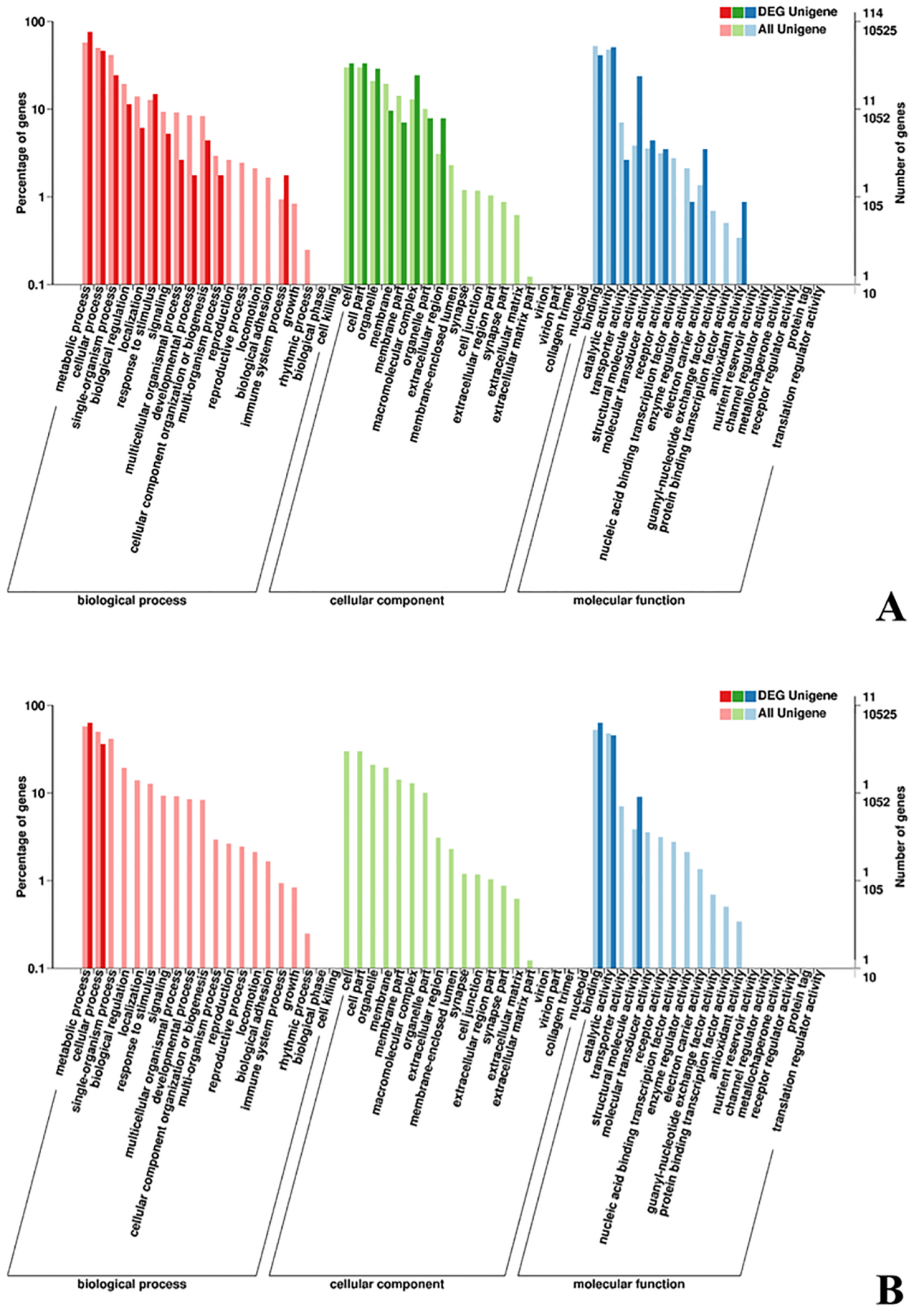
GO annotations of the DEGs. (A) GO annotations of the DEGs between T1 and T4. (B) GO annotations of the DEGs between T2 and T5.

**Table 3:** Common DEGs differentially expressed genes in two groups (T1-T4 and T2-T5) from RNAseq.

Unigene ID	Blast Blastx Match				Log_2_FC^a^	Regulated^a^	Log_2_FC^b^	Regulated^b^
	annotation	Acc. Number	E-value	Identity				
c79869.graph_c1	endonuclease-reverse transcriptase [*Bombyx mori*]	ADI61830.1	0	64%	3.567980225	up	3.829149437	up
c76833.graph_c0	PREDICTED: uncharacterized protein LOC105570877 [*Vollenhovia emeryi*]	XP_011883719.1	1.00E-152	47%	3.587111514	down	4.534550285	up
c73192.graph_c0	PREDICTED: uncharacterized protein LOC106708429 isoform X1 [*Papilio machaon*]	XP_014355420.1	0	64%	6.026349523	up	7.944625711	up
c59923.graph_c0	putative axonemal leucine-rich repeat protein [*Danaus plexippus*]	EHJ70571.1	5.00E-128	67%	2.600939044	normal	2.969087192	normal
c33229.graph_c0	--	--	--	--	9.625223032	up	8.727798365	up
c36418.graph_c0	--	--	--	--	2.841664353	up	5.818570542	up
c68914.graph_c0	--	--	--	--	2.459464841	up	6.968321714	up

Note: FC^a^ indicates the ratio of RPKM of T4 sample divided by the RPKM of T1 sample; **FC**^**b**^ indicates the ratio of RPKM of T5 sample divided by the RPKM of T2 sample; Regulated^a^ indicates the expression level of DEGs in T4 compared to T1, including three situations, up-regulated, down-regulated or kept unchanged; other columns are functional annotations of unigenes; Regulated^b^ indicates the expression level of DEGs in T5 compared to T2; “--” means no information.

KEGG pathway enrichment analysis revealed the primary DEG pathways (Fig 5). Only group T1-T4 had pathway enrichment result, because DEGs between T2 and T5 were too few to be identified in the enrichment analysis. 

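S6 Table assigns 27 DEGs of T1-T4 to ribosomal proteins of the small or large subunit, and all 27 were down-regulated DEGs. Their counts in T1 lay between 12 and 35 and summed to 589 (no replicates). In T4, 26 of the 27 had no count and c53958.graph_c0 had 1, and none had a count in T2, T5 or T6. Log2 fold changes lay between -6.48 and -4.47, with a median of -5.75. All 27 best hits were to hymenopteran species. Of the 68 DEGs with a KEGG annotation, the 27 made up 39.7% (95% Wilson interval 28.9% to 51.6%). Against the 208 ribosome unigenes among 7611 KEGG-annotated unigenes that the paper states, the right-sided Fisher's exact test gave p = 2.9e-25 across genes, which are not independent. With edgeR's exact test at a biological coefficient of variation of 0.4, 0 of the 27 passed the threshold. From the enrichment, the paper ranks ribosome first among the pathways of the DEGs.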

The most remarkable pathway was “ribosome”, which is dominated by ribosomal proteins. 

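Among the annotated DEGs of T1-T4, 4 unigenes were assigned to subunits of this pathway, and no ATP synthase subunit was among them. The cytochrome c oxidase subunit I unigene c55979.graph_c0 had 44 counts in T1 and 0 in T4, a log2 fold change of -6.81 (FDR 2.9e-08, no replicates). Subunit II, c46709.graph_c0, had 39 counts in T1 and 1 in T4. Subunit III, c28234.graph_c0, and NADH dehydrogenase subunit 4, c88839.graph_c0, each had 19 counts in T1 and 0 in T4. None of the 4 had a count in T2, T5 or T6. The best hit was hymenopteran for 3 of them and lepidopteran for c46709.graph_c0. edgeR's exact test at a biological coefficient of variation of 0.4 gave c28234.graph_c0 a Benjamini-Hochberg adjusted p of 0.206.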

Another pathway was “oxidative phosphorylation”, which includes several enzymes, including cytochrome oxidase subunit, NADH dehydrogenase subunit, and ATP synthase subunit. 

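The annotated DEGs of T1-T4 held 2 unigenes for ATP-dependent RNA helicase DDX5/DBP2, c17734.graph_c0 with 14 counts in T1 and c96758.graph_c0 with 25, and neither had a count in any other library (no replicates). The Hsp70 cognate unigenes c101005.graph_c0 and c92230.graph_c0 had 14 and 15 counts in T1 and 0 in every other library. Their log2 fold changes were -5.18 and -5.28, and that of c96758.graph_c0 was -6.00. All 4 best hits were hymenopteran. None of the 4 unigenes kept its DEG call in edgeR's exact test at a biological coefficient of variation of 0.4. The lowest Benjamini-Hochberg adjusted p among them in that test was 0.0873, for c96758.graph_c0.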

Proteins present in the “spliceosome” pathway were Hsp70, RNA-binding protein, and ATP-dependent RNA helicase DDX5/DBP2. 

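S6 Table lists 3 chitinase unigenes for T1-T4, all with lepidopteran best hits. c72415.graph_c0 fell from 8162 counts in T1 to 544 in T4, a log2 fold change of -4.32 (FDR 5.7e-12, no replicates). c80641.graph_c1 rose from 53 to 528 counts, a log2 fold change of 2.89, and c80743.graph_c0 from 9 to 141, a log2 fold change of 3.50. In T2-T5 none of the 3 was a DEG, with FDR values of 0.915, 0.392 and 0.280. For c80641.graph_c1, edgeR's exact test at a biological coefficient of variation of 0.4 gave a Benjamini-Hochberg adjusted p of 0.400. In that test c80743.graph_c0 also lost its DEG call, while c72415.graph_c0 kept it.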

Chitinase was the changed protein in “amino sugar and nucleotide sugar metabolism” pathway. Hsp70 and cyclic AMP-dependent transcription factor ATF-4 were the changed participants of the “protein processing in endoplasmic reticulum” pathway. 

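The unigene for ATF-4, c39467.graph_c0, had 31 counts in T1, 1 in T2, 1 in T4 and 0 in T5 and T6. Its log2 fold change in T1-T4 was -4.77 (FDR 4.0e-05, no replicates) and its best hit was hymenopteran. At a biological coefficient of variation of 0.4, edgeR's exact test gave it a Benjamini-Hochberg adjusted p of 0.145. Counts of the Hsp70 unigenes are given with the spliceosome pathway.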

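In T1-T4, 10 unigenes matched the enzymes named, 1 for each, and all were DEGs (no replicates). Up-regulated in T4 were acetyl-CoA synthetase (c79410.graph_c1, 149 to 1075 counts), glucuronosyltransferase (c74769.graph_c1, 10 to 166 counts), glycerol-3-phosphate O-acyltransferase (c76438.graph_c0, a log2 fold change of 2.72) and formyltetrahydrofolate dehydrogenase (c78264.graph_c0, 820 to 6550 counts). Gluconolactonase (c70456.graph_c0) fell from 2525 to 654 counts, lysosomal acid phosphatase (c72275.graph_c1) from 285 to 67 and alpha-glucosidase (c68933.graph_c0) from 28 to 1. These 7 unigenes had lepidopteran best hits. The KEGG columns name RPC1 for c91990.graph_c0, glutathione S-transferase for c96725.graph_c0 and porphobilinogen synthase for c101005.graph_c0, with 13, 16 and 14 counts in T1 and 0 in every other library, and with hymenopteran best hits. The best hit of c91990.graph_c0 was named as an angiotensin-converting enzyme and that of c101005.graph_c0 as an Hsp70 cognate. With TMM size factors the FDR of c79410.graph_c1 rose to 0.0162 and that of c78264.graph_c0 to 0.0163, past the threshold of 0.01. None of the 10 passed with edgeR's exact test at a biological coefficient of variation of 0.4, where c78264.graph_c0 had a Benjamini-Hochberg adjusted p of 0.664.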

Genes of some enzymes, such as acetyl-CoA synthetase, gluconolactonase, glucuronosyltransferase, alpha-glucosidase, DNA-directed RNA polymerase III subunit RPC1, glutathione S-transferase, glycerol-3-phosphate O-acyltransferase, formyltetrahydrofolate dehydrogenase, lysosomal acid phosphatase, porphobilinogen synthase, were also differentially expressed during the cold stress. KEGG Pathway Maps were provided in S1 File.

**Fig 5:**
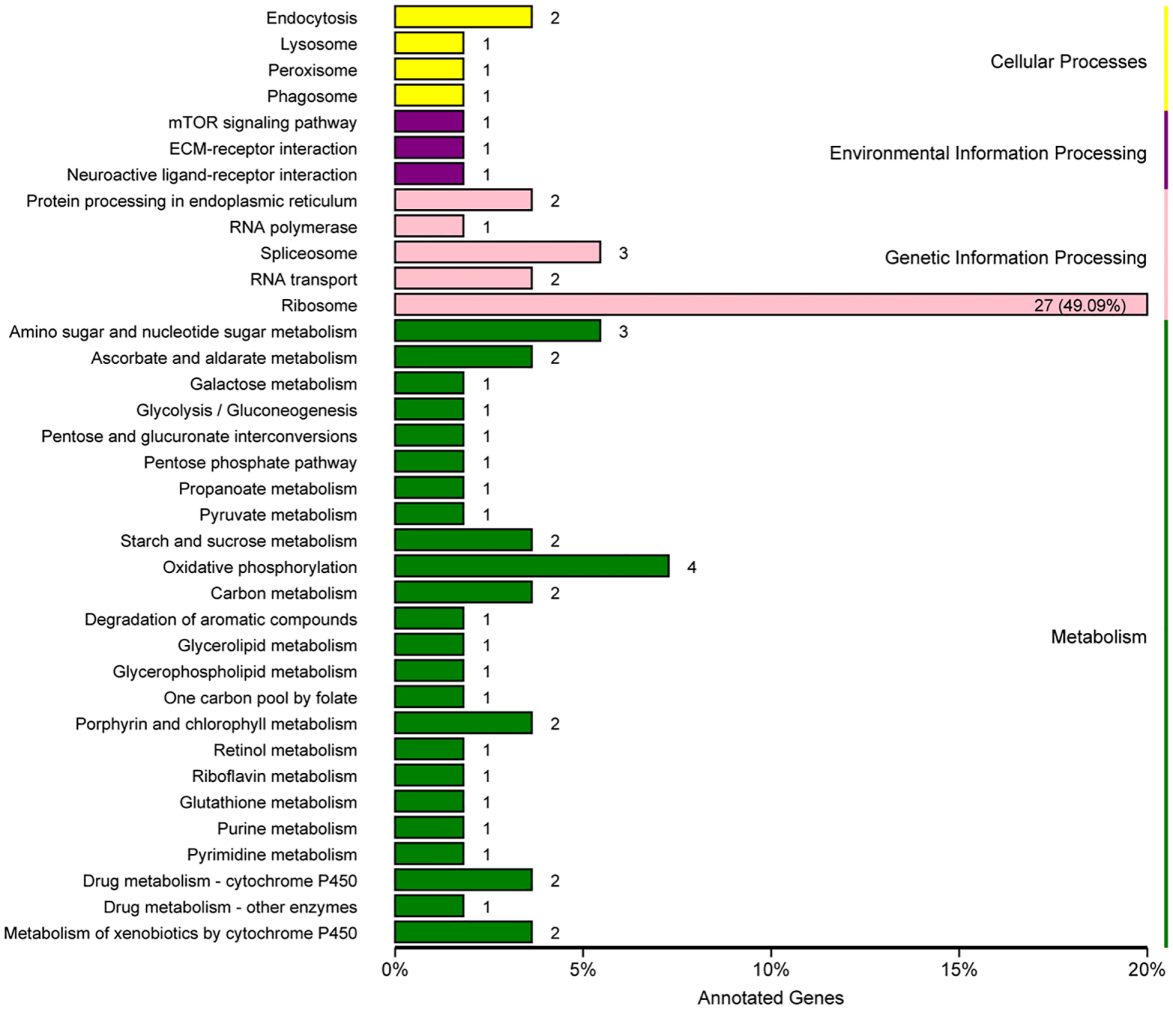
Pathways enriched for DEGs in T1-T4. The y-axis indicates the pathways and the x-axis indicates the percentage of unigenes in each pathway.

### QRT-PCR validation

This experiment involved RT-PCR (reverse transcription PCR), gel electrophoresis, Sanger sequencing, and qPCR of seven common DEGs identified in the RNA sequence data. The non-redundant transcripts from the transcriptome data and the RT-PCR fragments showed high sequence identities, validating the accuracy of the Illumina sequencing and *de novo* assembly. The qPCR results are presented in Fig 6. It can be seen that expression changes were in the same direction for the qPCR, but the magnitude differed. 

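The FPKM of c33229.graph_c0 was 0 in T1, 0 in T2, 57.1 in T4 and 41.9 in T5 (no replicates). That of c79869.graph_c1 was 0.558 in T1, 0.124 in T2, 5.98 in T4 and 2.16 in T5. For c73192.graph_c0 it was 0 in both controls, 0.632 in T4 and 3.31 in T5. c76833.graph_c0 had 2.25 in T1, 0.0315 in T2, 0.157 in T4 and 1.19 in T5. c36418.graph_c0 had 1.76, 0, 12.0 and 8.84 FPKM and c68914.graph_c0 had 1.86, 0, 9.39 and 9.64 FPKM in the same order of libraries. c59923.graph_c0 had 0, 1.10, 0.682 and 0 FPKM. Of the alternatives, edgeR's exact test at a biological coefficient of variation of 0.4 removed the most DEG calls among these unigenes, with Benjamini-Hochberg adjusted p-values in T2-T5 of 0.354 for c36418.graph_c0, 0.338 for c76833.graph_c0, 0.289 for c79869.graph_c1 and 0.0178 for c68914.graph_c0, against a threshold of 0.01.

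**Figure D2:**
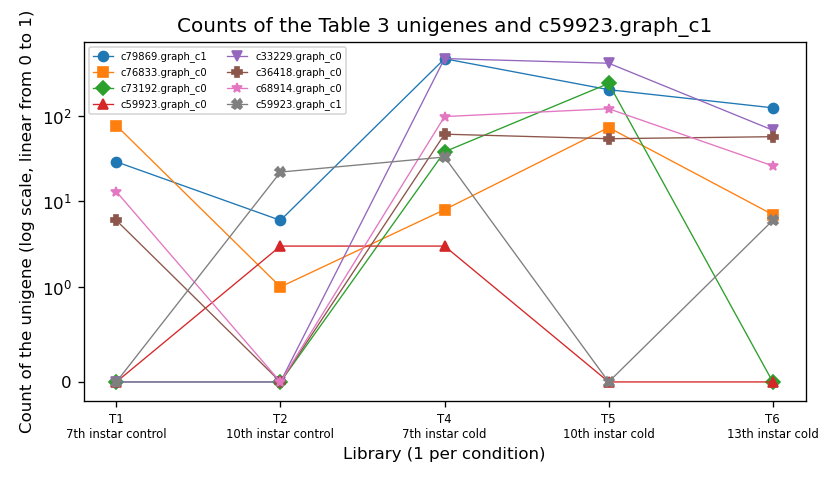
Counts of the unigenes of Table 3 and of c59923.graph_c1 in each of the 5 libraries, 1 point per unigene and library with lines joining the points of a unigene, on a log axis that is linear from 0 to 1. c33229.graph_c0 goes from 0 counts in T1 and T2 to 467 in T4 and 412 in T5.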

The FKPM of these genes were shown in Table 3. In general, the results were consistent with the Illumina sequencing data, corroborating the reliability and accuracy of the transcriptome analysis. This ensures the feasibility and sustainability of our further research on these or other DEGs from the transcriptome data.

**Fig 6:**
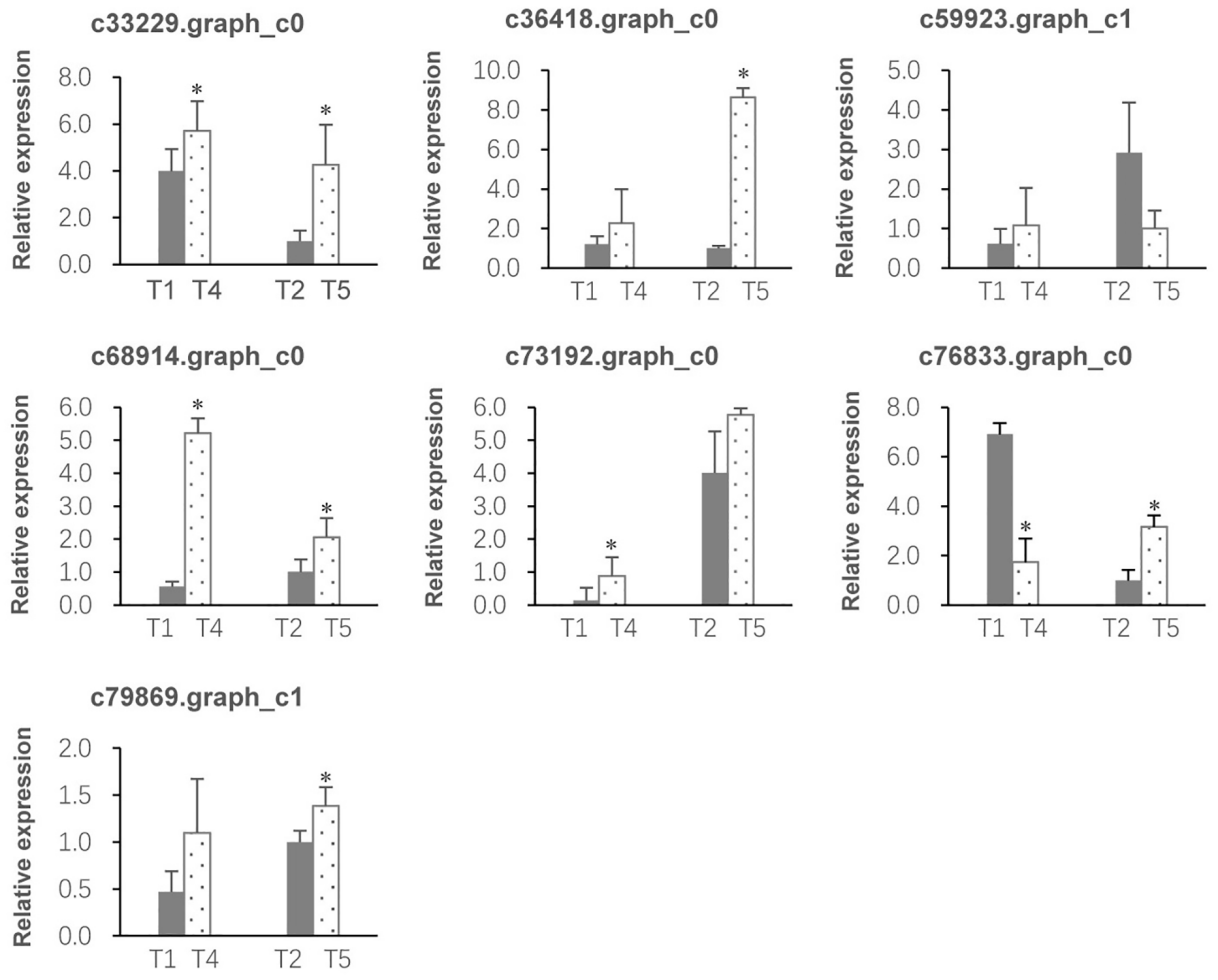
Validation of the DEGs by qRT-PCR. c33229.graph_c0~ c79869.graph_c1 are unigene IDs. T1&T2 represent the control groups; T4&T5 represent the low temperature groups. Relative expression values are presented as the mean ± SE of three biological replicates. Differences statistically significant are indicated by asterisk (P<0.05).

## Discussion

In this study, we conducted a comprehensive transcriptome analysis and characterized the gene expression profiles of *E*. *hippophaecolus* under cold stress. Through the analysis of DEGs sets, we identified transcriptome changes in *E*. *hippophaecolus* larvae.

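Of the 98996 unigenes in the files analysed here, 71396 were shorter than 500 bp, which is 72.1%. Among the 67826 with a count in at least 1 library the share was 64.6%.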

From the assembly result, it can be seen that the length of 57.79% of the transcripts and 73.76% of the unigenes are less than 500 bp. N50 length of the transcripts is 1,687 bp, while the length of the unigenes is 904 bp. The completeness assessment by BUSCO indicates the comparatively high quality of the assembly according to the study of Simão et al. (2015) [41]. Our results are in line with other insect transcriptome projects using Illumina technology [36, 54].

Only 22.39% of the unigenes produced a significant blast hit to an arthropod sequence in the nr database. This can be partly attributed to the limited information available on Lepidoptera transcriptomes and genomes. Moreover, some genes in this moth could be highly diverged, thereby excessing the blast threshold. Unsurprisingly, most of the *E*. *hippophaecolus* unigenes matched sequences from other lepidopteran species.

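In the 1999 unigenes of S4 Table that could be read, Bombyx mori gave 652 best hits (32.6%) and Danaus plexippus 529 (26.5%). Outside the annotated DEGs, 275 hymenopteran-hit and 1007 lepidopteran-hit unigenes had a count in at least 1 library. T1 was the only library with a count for 184 of the 275 (66.9%, 95% Wilson interval 61.1% to 72.2%) and for 85 of the 1007 (8.44%, 95% Wilson interval 6.88% to 10.3%). The odds ratio was 21.8 (Fisher's exact test, p = 2.0e-85, across genes that are not independent). For T6 the odds ratio was 0.148. When detection required at least 5 counts, the T1 odds ratio was 93.6.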

In this study, DEG libraries from cold treated and untreated *E*. *hippophaecolus* larvae were compared to identify functional genes at the whole-organism level. There were small-scale changes in gene expression. 

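The counts gave 384 DEGs in T1-T4 and 174 in T2-T5, a ratio of 2.21 (no replicates). After thinning of the 4 libraries to the smallest total, the numbers were 361 and 178, a ratio of 2.03. Of the DEGs, 138 in T1-T4 and 12 in T2-T5 had at least 95% of their FPKM over the 5 libraries in 1 library. Without them 246 and 162 DEGs remained, a ratio of 1.52. The ratio depended on the processing. The numbers were 661 and 464 with at least 1 FPKM in either library, and 390 and 101 with size factors from total counts. With the edgeR exact test at a biological coefficient of variation of 0.4 they were 72 and 10. No test of the difference between stages was possible with 1 library per condition. The paper proposes that the difference may come from the stage of the larvae. Young larvae, it reasons, may be less innately cold tolerant and may need a more intense regulation of related genes.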

The number of DEGs from the T1-T4 comparison was larger than in the T2-T5 comparison. This difference may due to the different stages of larvae. Young larvae of *E*. *hippophaecolus* may not be as innately cold tolerant as older larvae to resist cold, so they may have to regulate related genes intensively to compensate. It has been previously noted in *Drosophila montana* that genes implicated in increasing cold tolerance are different between diapausing and non-diapausing flies, and that this could be due to different energy budgets at different life stages [55]. 

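In the counts, 12 unigenes were DEGs in both comparisons (no replicates). c33229.graph_c0, c67887.graph_c0, c71334.graph_c0, c73192.graph_c0, c78487.graph_c0 and c79869.graph_c1 were up-regulated in the cold in both stages and c71332.graph_c0 was down-regulated in both. c78487.graph_c0, annotated as a juvenile hormone esterase, rose from 22 to 282 counts in T1-T4 and from 68 to 858 in T2-T5. The exact test of edgeR at a biological coefficient of variation of 0.4 gave 1 shared DEG in place of the 12.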

There were seven DE genes in common between developmental stages. Little previous work has been conducted on these genes, but our work suggests they are important for cold tolerance. Although there was little overlap in the genes between stages, there were some overlaps in the processes involved. 

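S6 Table has 16 GO terms in both comparisons. In 5 of them every unigene was higher in the cold library of its pair in both comparisons, and in 2 every unigene was lower (no replicates). N-acetylmuramoyl-L-alanine amidase activity, peptidoglycan catabolic process and structural constituent of cuticle each had 1 unigene per comparison, all higher. The term binding had 6 unigenes in T1-T4, 4 higher and 2 lower, and 3 in T2-T5, all higher. RNA binding had 5 in T1-T4, 1 higher and 4 lower, and 2 in T2-T5, both higher. Nucleic acid binding had 3 and 1 unigenes and transferase activity 2 and 2, all lower. For the peptidoglycan recognition unigene c76602.graph_c1 in T2-T5, edgeR's exact test at a biological coefficient of variation of 0.4 gave a Benjamini-Hochberg adjusted p of 0.0942. From these terms, the paper reasons that both stages share some processes although they share few genes.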

Processes such as “binding”, “RNA binding”, “structural constituent of cuticle”, “N-acetylmuramoyl-L-alanine amidase activity” and “peptidoglycan catabolic process”, in which genes involved were all up-regulated; “nucleic acid binding” and “nucleic acid binding transferase activity” in which genes involved were all down-regulated were found in common through GO analysis.

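The annotated DEGs of T1-T4 held 5 heat shock unigenes, all down-regulated, and those of T2-T5 held none. The small heat shock protein unigenes c72250.graph_c1 and c38115.graph_c0 had 414 and 48 counts in T1, log2 fold changes of -10.03 and -6.93 (no replicates). c87138.graph_c0, lethal(2)essential for life-like, had 17 counts in T1. The Hsp70 cognates c101005.graph_c0 and c92230.graph_c0 had 14 and 15. None of the 5 had a count in T2, T4, T5 or T6, and all 5 best hits were hymenopteran. At a biological coefficient of variation of 0.4, edgeR's exact test kept 2 of the 5, and c101005.graph_c0 had a Benjamini-Hochberg adjusted p of 0.513.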

From the pathway analysis, we found some *hsps* were differentially expressed. HSPs are well-known chaperone proteins that play important roles in cold hardiness and organism responses to other stressors (e.g., heat, low oxygen levels, UV radiation, bacterial and viral infection, heavy metals) that can affect the folding and functional conformation of proteins [56, 57]. That not all HSP genes were upregulated is consistent with previous studies [58, 59] and highlights that the mechanisms regulating these genes need further research. 

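All 4 DEGs of this pathway were lower in T4, with log2 fold changes between -6.81 and -5.10 (no replicates). Their counts summed to 121 in T1, 1 in T4 and 0 in T2, T5 and T6. In T2-T5 no annotated DEG was assigned to the pathway. With edgeR's exact test at a biological coefficient of variation of 0.4, 1 of the 4 passed the threshold, c55979.graph_c0 with a Benjamini-Hochberg adjusted p of 0.0089. The paper reports the pathway as significantly down-regulated in the cold treatment.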

The “oxidative phosphorylation” pathway, which involves several enzymes, including cytochrome oxidase subunit, NADH dehydrogenase subunit, and ATP synthase subunit, was significantly downregulated under cold treatment. Antioxidant defense is a cell preservation strategy in response to environmental challenges [60] (e.g., heat, cold, UV radiation, osmotic challenge, toxins). Genes associated with the “metabolism of xenobiotics by cytochrome P450” pathways were modestly downregulated. 

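The members of this pathway were not in the files analysed here. Of the enzymes the paper names, c96725.graph_c0, a glutathione S-transferase, had 16 counts in T1 and 0 in T4. Its log2 fold change was -5.37 (no replicates). The best hit of this unigene was hymenopteran, and it had 0 counts in T2, T5 and T6. In T2-T5, c74769.graph_c1, a glucuronosyltransferase, went from 138 to 511 counts, a log2 fold change of 0.738. In T1-T4 it rose from 10 to 166 counts, a log2 fold change of 3.59 (no replicates). edgeR's exact test at a biological coefficient of variation of 0.4 gave them Benjamini-Hochberg adjusted p-values of 0.386 and 0.140.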

It has been previously reported that cytochrome P-450 is related to temperature regulation [61].

In addition, genes for a number of cuticular proteins were also upregulated. 

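S6 Table lists 3 cuticular protein unigenes in T1-T4 and 1 in T2-T5. c31829.graph_c0 rose from 0 counts in T1 to 31 in T4 and c71654.graph_c0 from 64 to 563, with log2 fold changes of 5.90 and 2.71 (no replicates). c65553.graph_c0 fell from 45 to 8 counts, a log2 fold change of -2.83. In T2-T5, c66395.graph_c0 rose from 7 to 438 counts, a log2 fold change of 4.76. The same unigene had 71 counts in T1 and 65 in T4. Its Benjamini-Hochberg adjusted p in T2-T5 was 0.0174 with edgeR's exact test at a biological coefficient of variation of 0.4. The paper cites earlier studies in which some insects raised cuticular protein expression against cold or other stressors.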

These proteins are essential during insect cuticle formation and in the development of insect body structures and organs. Previous studies have shown that some insects upregulate the expression of cuticular protein genes to resist cold or other environmental stressors [19, 62–64]. To investigate the changes of structure or amount of the cuticle in response to cold could be an avenue for future work.

In this research, we also discovered many DEGs and the roles they play in cold tolerance in insects are unknown. Though it is hard to elucidate the molecular mechanisms underlying a complex process from the action of a few genes, the functions of these genes are worth being verified in future studies.

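The words antifreeze, thermal hysteresis and ice nucleation were searched in the annotations available. They matched 0 of the 274 annotated DEGs in S6 Table and 0 of the 1999 best hits of S4 Table that could be read. Annotations of the other unigenes were not analysed here.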

Curiously, the proteins most associated with insect cold hardiness, AFPs, were not found in the transcriptome profile. There may be several reasons for this. Firstly, although AFPs have been well studied, only about 200 insect AFP genes have been registered in GenBank. Secondly, the relationship between mRNA transcript levels and protein levels is complex. Integrated proteome/transcriptome studies have shown that mRNA levels are poorly associated with protein levels for all but the most abundant proteins [65]. Thirdly, it may be that more genes/proteins would be stimulated or expressed in the chill recovery phase [56]. Fourthly, genes involved in increasing cold tolerance have been shown to differ even between closely related species [66]. Finally, it is generally presumed that AFPs play a greater role in the cold resistance of freeze intolerant insects; for freeze tolerant species, on the other hand, AFPs may not be important [12].

During the transcriptome construction, we took into account the development stage of the moth, but neglected the replicates, thus might cause problems such as false positives when conducted DE analysis. Mixing samples in one RNA-seq sample may cause inconsistent of gene expression. The parallel experiment within different development stages could provide a reference when we choose interesting genes, thus we focus on the common DEGs in the parallel tests. Moreover, further validation results of the DEGs using qRT-PCR showed the consistency of the transcriptome data. This study provides a profile of the candidate genes that are suspected to be involved with insect cold hardness. Many further studies should be carried out to test and verify the function the candidate genes.

In conclusion, this study is the first to characterize the transcriptome of *E*. *hippophaecolus* larvae without a reference genome. Our data will facilitate future genomic research and in-depth annotation of insect genomes. Moreover, the preliminary identification of genes and pathways exhibiting differential expression under cold stress may further our general understanding of cold resistance in insects.

## Supporting information

S1 Fig Statistics of *de novo* assembly of the transcriptome. (a) Distribution of all unigenes length. (b) Distribution of all transcripts lengths. The x-axis indicates the length and y-axis indicates the number of unigenes or transcripts.
(TIF) Click here for additional data file.

S2 Fig Characteristics of the homology search of Illumina sequences in the nr database. (TIF) Click here for additional data file.

S3 Fig Correlation between samples. (TIF) Click here for additional data file.

S4 Fig Correlations matrix heat map. (TIF) Click here for additional data file.

S1 Table The list of the sequences identified as ncRNA. (XLSX) Click here for additional data file.

S2 Table Primers for real-time PCR. (PDF) Click here for additional data file.

S3 Table Part of the sequencing and assembly results. (DOCX) Click here for additional data file.

S4 Table The blast information for each contig. 

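S4 Table gives for each unigene its best hit in the nr database, the e-value, the identity and the score. The copy available showed 1999 unigenes. Their identifiers all occur in the files analysed here, which allowed the counts of each library to be set beside the order of the best hit.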

(XLSX) Click here for additional data file.

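S5 Table gives the FPKM of both libraries of a comparison, the FDR and the log2 fold change of each unigene tested. Its copy showed 1999 unigenes per comparison, whose FPKM differed from the files by at most 4.98e-06. The lowest summed count among them was 2 in both comparisons. Across these genes, which are not independent, the log2 fold changes computed here had a Pearson correlation with the paper's of 0.99997 in T1-T4 and 0.9996 in T2-T5. A correlation does not show offsets, and the median absolute difference was 0.126 in T1-T4 and 0.399 in T2-T5. The unigenes shown held 4 of the paper's down-regulated DEGs in T1-T4 and 0 DEGs in T2-T5.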

S5 Table DE information for each contig. FDR: false discovery rate; Log_2_FC: log_2_ fold change of DE genes; regulated: the expression level of DEGs in T04/T05 compared to T01/T02, including three situations, up-regulated, down-regulated or normal; T01~T05 are FPKM values of unigenes in each sample.
(XLSX) Click here for additional data file.

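S6 Table covers the DEGs with an annotation, 230 in T1-T4 (97 up-regulated and 133 down-regulated) and 44 in T2-T5 (27 up-regulated and 17 down-regulated). These are the paper's calls, with FDR values up to 0.00944 and 0.00824. The log2 fold changes computed here had the same sign as the paper's in all 230 and all 44 unigenes.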

S6 Table Annotations of the DEGs. _FPKM: FPKM values of unigenes in each sample; FDR: false discovery rate; Log_2_FC: log_2_ fold change of DE genes; regulated: the expression level of DEGs in T04/T05 compared to T01/T02, including three situations, up-regulated, down-regulated or normal; other columns are functional annotations of unigenes.
(XLSX) Click here for additional data file.

S1 File KEGG pathway maps of DEGs in T1-T4. (ZIP) Click here for additional data file.

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S2 Table

**S2 Table. Primers for real-time PCR**

| <b>Unigene</b>  | <b>Forward primer</b> | <b>Reverse primer</b> |
|-----------------|-----------------------|-----------------------|
| c33229.graph_c0 | CGTAGCAGACGGTCGTACTC  | CGCAGCTGATTGGTTGAACA  |
| c36418.graph_c0 | CGGGGACACAGCTAGCATATT | GGGGGTGTCCATTAATTGCG  |
| c59923.graph_c1 | TGCCGCCCTGAAGAAAACAA  | ACACATCATGAACCGACGTG  |
| c68914.graph_c0 | GTGTAGAGCGTCCCCTGAAT  | AGCTGGCTGATGGGTCTAAC  |
| c73192.graph_c0 | CGAAGATACAGAGGACCGGC  | AGCACCAACTGCTCCCTTAC  |
| c76833.graph_c0 | CACAAGCCAGCTACATCCCA  | CGAAGCGTGCCTCGTACTAT  |
| c79869.graph_c1 | ATCACCTCCTGCCAACGAAG  | TCGTCGCTCATTCTCGCTAC  |
| Actin           | CGACTTCGAACAGGAGATGG  | TCGTCTCATGAATGCCACAG  |

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00010

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00030

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00040

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00052

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00053

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00190

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00230

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00240

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00480

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00500

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00520

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00561

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00564

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00620

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00640

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00670

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00740

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00830

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00860

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00980

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00982

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko00983

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko01200

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko01220

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko03010

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko03013

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko03020

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko03040

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04080

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04141

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04142

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04144

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04145

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04146

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04150

# Supplementary material for: Differential transcriptome analysis reveals genes related to cold tolerance in seabuckthorn carpenter moth, Eogystia hippophaecolus
**Source:** PLoS One. 2017 Nov 13;12(11):e0187105. doi: 10.1371/journal.pone.0187105
**Supplement:** S1 File

ko04512

How the deposited data were processed for this re-analysis (not part of the article)

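Whole-larva RNA of E. hippophaecolus was analysed in 5 libraries, 1 for each of T1, T2, T4, T5 and T6. The control libraries came from 1 larva each, kept at 25 °C, and each cold library pooled 2 larvae, kept at 5 °C and -5 °C. T3 was not in the files analysed here. The authors trimmed the reads, assembled them without a reference genome, aligned them to the assembled unigenes and deposited a raw count of mapped reads per unigene. The tool used for counting and the filter on unigenes before the DEG test were not found in the paper or its supplementary files. The paper does describe a removal of non-coding RNA, and 0 of the 84 such unigenes shown in S1 Table were in the files. FPKM values, deposited beside the counts, were computed by the authors from the counts, the length of the unigene and a constant for each library. The constant behind them was 98.7% to 98.8% of each library's total count. The deposited coverage depth per base is a signal that was read only to compare bases per count, and the deposited fraction of bases covered was not used for any result.

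Total counts were 10763215 in T1, 9993907 in T2, 16081250 in T4, 19357327 in T5 and 18975485 in T6. The smallest level that 3 counts on a unigene of 1 kb can show was between 0.157 and 0.304 FPKM. Confidence intervals of shares are 95% Wilson intervals. The paper's methods name EBSeq, which was not available. Its model for libraries without replicates was therefore written anew in R 4.3.3, with median-ratio size factors, a dispersion taken from unigenes whose ratio lay between the 25th and 75th percentiles, 5 rounds of the EM algorithm, an FDR threshold of 0.01 and a log2 fold change threshold of 1. The paper states FDR thresholds of 0.01 and 0.001. The first was the main setting and the second an alternative. Unigenes with a count in either library were tested. Cold over both stages was tested with edgeR 4.0.16 (quasi-likelihood test, TMM, stage and treatment as terms, Benjamini-Hochberg adjusted p below 0.05). Alternatives used edgeR's exact test with assumed biological coefficients of variation of 0.4 and 0.2, or with the dispersion of that additive model (square root 0.303), and DESeq2 1.42.0. Fisher's exact tests and correlations used scipy 1.17.1 with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15.

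The models were tested on simulated data with 200 changed unigenes before they were run on the files. The model without replicates recovered 176 of them with 2 false calls and edgeR's exact test 172 with 3 false calls. The quasi-likelihood test recovered 200 with 3 false calls. All planted changes were large, and none lay on unigenes with the lowest counts. The dispersion was the same for all unigenes and below that of the additive model. The exact test was simulated only at a biological coefficient of variation of 0.2. These settings favour recovery, so the numbers give no error rates for the real libraries.

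The unigenes named in the text follow a rule written before the processed files arrived. They are the unigenes of Table 3 and c59923.graph_c1, the unigenes of S6 Table with a function the paper names, and in each comparison and direction the 3 annotated DEGs with the largest log2 fold change. Further unigenes are named as the full list of the shared DEGs. Annotations came only from S4 Table and S6 Table, and the order of a best hit was read from its genus with a list of genera. The list was extended after unmatched genera were seen. Alternatives covered the size factors, filters on low values, thresholds, the test and the pseudocount (1 against 0.1). A minimum of 2 summed counts, 30 EM rounds, and both together were added after the data were seen. No replicate was left out and no splits of samples were counted, because each condition had 1 library. The qRT-PCR results were not analysed here.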

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

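Of the 12 DEGs shared by both comparisons, 5 changed one way in the cold in the 7th instar and the other way in the 10th. The difference between the log2 fold changes of T1-T4 and T2-T5 was -9.55 for c22747.graph_c0, 12.21 for c59923.graph_c1, -11.71 for c66184.graph_c0, -8.27 for c76833.graph_c0 and 12.06 for c79544.graph_c0. With 1 library per condition this difference was not tested.

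A candidate explanation of shared changes is that single larvae differ for reasons unrelated to treatment. The 4 libraries were paired in the 3 possible ways, and unigenes at least 4 times higher in both libraries of one side, with 10 counts added, were counted. The treatment pairing gave 2 unigenes, the pairing of T1 and T5 against T2 and T4 gave 2, and the pairing by stage gave 73. The criterion set beforehand compared the treatment pairing with the larger of the others and gave 0.0274, but the larger was the stage pairing. That pairing holds differences of stage, so after the values were seen the test was judged unable to decide. Counts of 2 and 2 in the remaining pairings are too small to tell shared changes in the same direction from differences between larvae. For the 5 unigenes with opposite changes the pairings give no test, because the pairing of T1 and T5 against T2 and T4 counts such changes itself. Depth, shared reads and a second organism were not tested for these 5 unigenes one by one.

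T6, the cold 13th instar library, was left out of the paper's DEG analysis. In it, 4 unigenes of Table 3 had at least 3 counts and more FPKM than in either control library T1 or T2. The FPKM in T6 was 1.35 for c79869.graph_c1, 7.05 for c33229.graph_c0, 9.51 for c36418.graph_c0 and 2.11 for c68914.graph_c0. The other unigenes of Table 3 did not show this. In T6, c73192.graph_c0 and c59923.graph_c0 had 0 counts, and c76833.graph_c0 had 0.116 FPKM against 2.25 in T1. The control of the 13th instar, T3, was not in the files analysed here, so an effect of stage and an effect of cold cannot be separated, and no biological explanation was tested.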

How the results depend on the processing

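The alternatives were set before the processed files arrived, except those described as added. DEGs of T1-T4, T2-T5 and both were 384, 174 and 12 in the main setting. A minimum of 10 counts over the pair gave 914, 500 and 79, and at least 1 FPKM in either library gave 661, 464 and 51. An FDR below 0.001 gave 244, 94 and 7. edgeR's exact test gave 72, 10 and 1 at a biological coefficient of variation of 0.4 and 160, 42 and 3 with the dispersion of the additive model. At 0.2 the shared DEGs moved to 27. Size factors from total counts moved T2-T5 to 101 and the shared DEGs to 7. Added after seeing the data, a minimum of 2 counts moved T2-T5 to 102, and the same minimum with 30 EM rounds moved it to 76. TMM size factors and FPKM with a pseudocount of 1 kept all 3 numbers within 1.5 times. Filters change the dispersion that the model estimates, 0.0578 in the main fit of T1-T4 and 0.0149 with at least 10 counts. The exact test replaces it by an assumed variation between larvae, which the files cannot give.

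For cold across stages, 10 unigenes in the main fit became 244 with no filter, 0 without the stage, 4 at an adjusted p below 0.01 and 24 with DESeq2's Wald test. With 1 residual degree of freedom these numbers rest on the spread assumed for each unigene.

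The lowest r2 between libraries, 0.810, was 0.557 without a log scale, 0.363 as Spearman's rho squared, 0.788 for unigenes with at least 1 FPKM and 0.586 with a pseudocount of 0.1. The highest, 0.901, was 0.905, 0.498, 0.903 and 0.712 in the same order. Which unigenes carry these changes was not tested.

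The 27 ribosomal protein DEGs became 0 with edgeR's exact test at 0.4, since none had more than 35 counts in T1. The odds ratio of detection in T1 alone stayed above 1 with at least 80% identity and with at least 5 counts. With at least 10 counts over all samples no hymenopteran-hit unigene was left, so that alternative gave no value. For single unigenes, edgeR's exact test at 0.4 left 22 of 84 calls unchanged and made 62 weaker. TMM size factors made 2 of 84 weaker. FPKM with a pseudocount of 1 made 1 weaker and with 0.1 made 0, but both keep the FDR of the main fit and could change a call only through the log2 fold change threshold. No row reversed. The replicate block was not run because each condition had 1 library.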

Differences from the paper's values

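The paper reports 71 DEGs in T2-T5, and 174 were found here. Of the alternatives set before the files arrived, size factors from total counts (101) and an FDR below 0.001 (94) came within 1.5 times of the paper's number. TMM size factors, both filters, the 3 exact tests and FPKM with a pseudocount of 1 did not. A minimum of 2 counts (102) and that minimum with 30 EM rounds (76) also came within it, and both were chosen after seeing the values. In T1-T4, an FDR below 0.001 gave 244 DEGs against the paper's 427, outside 1.5 times, where the main setting gave 384.

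Fig 3 shows about 36 up-regulated and about 35 down-regulated DEGs in T2-T5, read by eye, against 103 and 71 here. For the up-regulated DEGs, of the alternatives set before, only edgeR's exact test with the dispersion of the additive model (27) came within 1.5 times of the figure's number. For the down-regulated DEGs, size factors from total counts (35) and an FDR below 0.001 (37) did. With at least 2 counts and 30 EM rounds, chosen after seeing the values, 43 and 33 were found, and with at least 2 counts alone, also chosen after seeing the values, 43 were down-regulated.

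The paper reports 7 DEGs shared by both comparisons, and 12 were found here. Size factors from total counts and an FDR below 0.001, both set before, gave 7. The other alternatives set before the files arrived did not come within 1.5 times. A minimum of 2 counts (10), 30 EM rounds (8) and both together (9) did, and were chosen after seeing the values.

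Table 3 lists c36418.graph_c0 and c68914.graph_c0 as up-regulated in T1-T4, where their FDR here was 0.0120 and 0.0227. It lists c59923.graph_c0 among the shared DEGs, with 0 counts in T1 and T5 and 3 in T2 and T4 here, while c59923.graph_c1 was a DEG in both. The paper states that the genes in the terms binding and RNA binding were all up-regulated. Here 2 of 6 and 4 of 5 unigenes of T1-T4 with these terms were lower in T4. The paper names an ATP synthase subunit in oxidative phosphorylation, and 0 annotated DEGs matched one.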

Other observations

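The down-regulated DEGs of T1-T4 with hymenopteran best hits, 73 unigenes, were read almost only in T1. A candidate explanation is RNA from a hymenopteran in the T1 larva, such as a parasitoid. It was tested outside the annotated DEGs, where unigenes of the blast table were detected in T1 alone far more often with a hymenopteran than with a lepidopteran best hit (odds ratio 21.8, 184 of 275 against 85 of 1007). In T2, T4, T5 and T6 the odds ratio was between 0.148 and 0.617. The 73 include all 27 ribosomal protein DEGs and 5 heat shock DEGs. The files hold no sequence, so the organism was not identified.

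Other explanations were tested too. T4 had 1.49 times the total count of T1, so a lower depth of T4 was not present. That prediction was written after the totals were seen, the others before the values they concern. With TMM or total-count size factors the number stayed 73. Of the 73, 69 had no count in T4, which no size factor changes, so this test could hardly decide. The multiply mapped share of the T1 counts differed by -5.49 percentage points between hymenopteran and lepidopteran unigenes. The median length of lepidopteran unigenes was 1.10 times that of hymenopteran unigenes. The 10 unigenes with the most counts held a share of T1 that was 1.19 times that of T4. A response of the moth to cold would lower its own ribosomal protein unigenes as well. Only 1 such unigene with a lepidopteran best hit was in the tables, with 1 count in T1 and 0 in T4, a log2 change of -1.82. That value meets the criterion written beforehand, but after it was seen the test was judged unable to decide, because it rests on 1 count. That test alone could not tell the pattern apart from a response of the moth. Other counts, looked at after the tests, speak against cold treatment as the whole explanation. T2 was a control kept at 25 °C, and the 27 ribosomal protein and 5 heat shock unigenes had 0 counts in it. Of the 73 unigenes, 5 had a count in T2, and 66 had none in any library but T1. T4 is of the same stage as T1, so stage alone cannot explain why 69 of the 73 had no count in T4. T2 is of another stage than T1, so stage together with cold, or a difference of larva, was not excluded. RNA from a hymenopteran remains a hypothesis.

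More DEGs were found between T1 and T4 than between T2 and T5, a ratio of 2.21. Without unigenes read almost only in 1 library the ratio was 1.52, just above the limit of 1.5 set beforehand for taking these unigenes as the cause. Thinning to the smallest total gave 2.03, so different depths of the libraries are an unlikely cause. The ratio also depended on the processing, with 661 and 464 DEGs at a minimum of 1 FPKM in either library. With size factors from total counts the numbers were 390 and 101.

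In T1-T4, 8 antimicrobial and peptidoglycan recognition unigenes of S6 Table were listed as up-regulated. If this were a response to cold in both stages, most should be at least 2 times higher in T5 than in T2, and 2 of the 8 were. The 8 were taken from T1-T4 only and leave out the peptidoglycan recognition unigene c76602.graph_c1, a DEG of T2-T5. That unigene was higher in the cold library of both pairs, with log2 fold changes of 1.93 in T1-T4 and 3.89 in T2-T5. If T1 alone were low, it should be the lowest of the 5 libraries in most of them, and it was the lowest in 8 of the 8. The 8 were chosen as higher in T4 than in T1, so only the comparisons with T2, T5 and T6 inform this. The median normalized count was 85.4 in T1, 795 in T2, 1360 in T4, 1804 in T5 and 3375 in T6. A low level in the T1 larva alone may therefore explain the difference for these 8 unigenes. Whether that is linked to the hymenopteran-hit unigenes of T1 was not tested.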
